# Chronic unpredictable stress regulates visceral adipocyte‐mediated glucose metabolism and inflammatory circuits in male rats

**DOI:** 10.14814/phy2.284

**Published:** 2014-05-16

**Authors:** Iordanes Karagiannides, Viktoriya Golovatscka, Kyriaki Bakirtzi, Aristea Sideri, Martha Salas, Dimitris Stavrakis, Christos Polytarchou, Dimitrios Iliopoulos, Charalabos Pothoulakis, Sylvie Bradesi

**Keywords:** Adipocytes, adipokines, fat tissue, insulin resistance, stress

## Abstract

Chronic psychological stress is a prominent risk factor involved in the pathogenesis of many complex diseases, including major depression, obesity, and type II diabetes. Visceral adipose tissue is a key endocrine organ involved in the regulation of insulin action and an important component in the development of insulin resistance. Here, we examined for the first time the changes on visceral adipose tissue physiology and on adipocyte‐associated insulin sensitivity and function after chronic unpredictable stress in rats. Male rats were subjected to chronic unpredictable stress for 35 days. Total body and visceral fat was measured. Cytokines and activated intracellular kinase levels were determined using high‐throughput multiplex assays. Adipocyte function was assessed via tritiated glucose uptake assay. Stressed rats showed no weight gain, and their fat/lean mass ratio increased dramatically compared to control animals. Stressed rats had significantly higher mesenteric fat content and epididymal fat pad weight and demonstrated reduced serum glucose clearing capacity following glucose challenge. Alterations in fat depot size were mainly due to changes in adipocyte numbers and not size. High‐throughput molecular screening in adipocytes isolated from stressed rats revealed activation of intracellular inflammatory, glucose metabolism, and MAPK networks compared to controls, as well as significantly reduced glucose uptake capacity in response to insulin stimulation. Our study identifies the adipocyte as a key regulator of the effects of chronic stress on insulin resistance, and glucose metabolism, with important ramifications in the pathophysiology of several stress‐related disease states.

## Abstract (precis)

e00284

Our study identifies the adipocyte as a key regulator of the effects of chronic stress on insulin resistance, and glucose metabolism, with important ramifications in the pathophysiology of several stress‐related disease states.

## Introduction

The epidemic spread of metabolic disorders associated with obesity and the severe complications involved (type II diabetes, insulin resistance, cardiovascular diseases, gastrointestinal disorders, and symptoms) pose a major challenge to public health and modern medicine. The prevalence of obesity and metabolic syndrome in the US is 33% and 24%, respectively, and is rapidly rising, creating challenges for an already burdened health system (Bray and Bellanger 2006; Ogden et al. 2010). Increasing evidence shows an association between chronic psychological stress or depression and type 2 diabetes, visceral obesity, dyslipidemia, and impaired glucose tolerance, significantly compromising quality of life and life expectancy (Bose et al. 2009; van Reedt Dortland 2013). Although the epidemiological link between chronic stress, visceral fat accumulation, and increased risks of metabolic disorders is striking (Speaker and Fleshner 2012), the precise biological mechanisms underlying the effect of stress on visceral adipose tissue and in particular adipocyte function, and the adverse impact of visceral fat in stress‐related conditions have yet to be established.

With the emergence of adipose tissue as a major endocrine organ (Ahima and Flier 2000; Fortuno et al. 2003), numerous reports link changes in adipocyte physiology and function with common life‐threatening pathological conditions, including inflammatory bowel disease (IBD), hypertension, and cancer (Shively et al. 2009). Moreover, insulin resistance and the subsequent development of non‐insulin‐dependent (type II) diabetes mellitus (NIDDM) are associated with a low‐level inflammatory state and altered fat cell function during chronic obesity (Hotamisligil 2010). Indeed, several adipocyte‐derived molecules (adipokines) including TNF*α*, IL‐6, and adiponectin, among others, have the capacity either to promote or inhibit insulin signaling (Marra and Bertolani 2009).

A proposed mechanism for the impairment of insulin signaling by cytokines and fatty acids involves the inhibitory serine phosphorylation of insulin receptor substrate‐1 (IRS‐1), an insulin receptor docking protein essential for downstream signaling (Morino et al. 2006; Tanti and Jager 2009). The mechanism of this response involves several stress‐activated kinases such as c‐Jun N‐terminal kinase (JNK), protein kinase C (PKC), and the inhibitor of nuclear factor‐*κ*B kinase (IKK) (Hirosumi et al. 2002; Kim et al. 2004). JNK is activated by extracellular signals such as cytokines and fatty acids and its importance on insulin resistance is demonstrated in JNK knock‐out mice which maintain normal insulin signaling function IRS‐1 serine phosphorylation during obesity (Hotamisligil 2006). Extracellular fatty acids also activate PKC*θ*, while PKC*θ*‐deficient mice are protected against insulin resistance (Hotamisligil 2006). Moreover, the effects of PKC*θ* on insulin signaling are mediated through activation of IKK, a kinase that promotes insulin resistance (Yuan et al. 2001).

The role of inflammation in the promotion of insulin resistance is also highlighted by evidence suggesting a central role of MAPKs and the IKK*β*/NF‐kB pathway in the inhibition of insulin signaling in different tissues. The importance of ERK1 activation was demonstrated by mouse models lacking either ERK1 or its inhibitor, the signaling adaptor p62 (Bost et al. 2005; Rodriguez et al. 2006). In muscle, inhibition of p38 MAPK improved insulin‐stimulated glucose transport via the prevention of IRS‐1 degradation (Archuleta et al. 2009). In a similar manner, the IKK*β*/NF‐*κ*B promotes insulin resistance in hepatocytes and hypothalamus (Cai et al. 2005; Zhang et al. 2008).

Stress is defined as a threat to the homeostasis of an organism and chronic exposure with sustained hyperactivity of the endocrine stress system leads to various pathological states. Visceral adipose tissue (VAT) and HPA axis are known to directly influence each other, and inflammatory adipokines from the VAT activate the HPA axis (Kyrou et al. 1083). In humans, women are more sensitive to the obesity‐promoting effects of psychological stress, while men have a higher risk of accumulating fat in visceral depots (Bjorntorp 1996; Razzouk and Muntner 2009). Studies in rats demonstrated higher activity of the enzyme 11b‐hydroxysteroid dehydrogenase (11b‐HSD1, which generates active glucocorticoid (GC) from inactive GC metabolites within tissues) in visceral versus subcutaneous adipose tissue in males, which may contribute to increased visceral adiposity in males during chronic stress (Nieuwenhuizen and Rutters 2008). An alternative contributing mechanism to the effect of stress on adiposity includes activation of the autonomic nervous system and differential engagement of CNS polysynaptic projections to adipose tissues during chronic stress, which may influence fat distribution patterns (Bartolomucci and Leopardi 2009; Adler et al. 2012). Furthermore, impaired glucose tolerance is associated with visceral fat accumulation (Lamounier‐Zepter et al. 2006; Bose et al. 2009). In adipocytes, glucocorticoids regulate differentiation and proliferation as well as the activation of insulin signaling pathways (Buren et al. 2008). While pro‐inflammatory mediators are secreted by adipose tissue and their secretion is influenced by increased adiposity (Perrini et al. 2008), the mechanisms by which stress contributes to general inflammatory states associated with increased visceral adiposity remain unknown.

In this study, we employed the chronic unpredictable stress (CUS) rat model that leads to anxiety features comparable to humans and validated in several published reports as a well‐characterized model of depression symptoms with high predictive validity (Barsy et al. 2010; Hawley et al. 2010). Our data demonstrate significant alterations in the lean/fat mass ratios and changes in intraabdominal fat depot sizes with chronic stress. These changes in body composition are accompanied by impaired glucose uptake capacity in response to insulin in adipocytes following stress. As expected, these changes were associated with activation of intracellular inflammatory and proliferative circuits in mesenteric and epididymal adipocytes. These are the first direct results pointing to the adipocyte as an important contributor as well as a target cell type involved in stress‐induced effects on glucose‐associated inflammatory and metabolic responses.

## Materials and Methods

### Animals

Male Fisher rats ([225‐250 g], ~12 weeks old) were purchased from Harlan, IN. We used groups of *n *=**6‐12 for each study. Rats were maintained on a normal light–dark cycle, and provided with food and water ad libitum, with variations according to the chronic stress paradigm. All protocols were approved by the Institutional Animal Care and Use Committee at the VA Greater Los Angeles Healthcare System and all animal experiments were carried out in accordance with the National Institute of Health Guide for the Care and Use of Laboratory Animals (NIH Publications No. 80 23, revised 1978).

### Echo MRI measurement of total body fat/lean mass

The EchoMRI (Echo Medical Systems, Houston, TX) is a system based on Nuclear Magnetic resonance which provides the best accuracy for the measurement of body composition. The measurement chamber is specifically designed for rats to not induce injuries or lesions. The rats were placed awake in the chamber for about 2 min and removed from the chamber and placed back in their home cages as soon as the measurement was finished.

### Collection of visceral fat samples

For mesenteric fat depot EchoMRI measurements, the intestine was removed from the anus to the stomach and composition was determined after detachment from the pancreas and removal of the cecum (without the attached fat).

### Adipocyte size measurement

Paraffin‐embedded sections of adipose tissue were placed on slides and stained with H&E. Adipocyte area was then measured under light microscopy (Imager. Z 1, ZEISS, Chester, VA) using the AxioVision (Rel. 4.6) software program. Cell size was determined by outlining the adipocyte circumference (100 cells per rat), while for the determination of cells/area, 10 different and comparable in size adipose tissue areas (per slide) were highlighted and the adipocytes included were counted.

### In vivo blood glucose measurement after glucose and insulin challenge

Chronic unpredictable stress and control rats were placed in restraint tubes for habituation for 30 min/day for 3 days before the experiment. Rats from all groups were fasted overnight and tested for glucose tolerance. Dextrose was then injected i.p. (1 g/kg) and blood samples were drawn at 0, 15, 30, 120, and 240 min post injection. Serum glucose levels were measured using standard glucose test strips. Twenty‐four hours after the glucose challenge experiment, the animals were fasted again and the insulin tolerance test was performed. Insulin (2 Units/kg) was injected i.p. and serum glucose was measured at the same time points as before. Blood collection was performed via the tail vein in rats placed in restraint tubes. These experiments were performed 24 h–72 h after the last stressor.

### In vivo measurement of circulating insulin and NEFA

Insulin and NEFA we measured using the HR Series NEFA kit (WAKO diagnostics, Richmond, VA) in serum samples collected from control and CUS rats at the end of the stressor. In addition, we performed additional measurement of NEFA in response to insulin stimulation (2 Units/kg), 30 min after injection, in CUS rats fasted for 4 h.

### 3H‐2‐deoxy‐d‐glucose uptake

Primary Fisher 344 (*n *=**6) rat adipocytes from epididymal fat depots were isolated as described (Karagiannides et al. 2001), placed in 1.5‐mL Eppendorf tubes, and transferred to serum‐free DMEM 4 h before the experiments. Experiments were performed as described in Karagiannides et al. (2011). Briefly, cells were washed with glucose‐free KRH medium (121 mm NaCl, 4.9 mm KCl, 1.2 mm MgSO_4_, 0.33 mm CaCl_2_, and 12 mm HEPES acid [pH 7.4]) and treated with 100 nm insulin (Sigma, St. Louis, MO) for 15 min. ^3^H‐2‐deoxy‐d‐glucose/2‐deoxy‐d‐glucose cocktail (specific activity, 6.25 mCi/mmol) was added for 3.5 min at 37 C. Glucose uptake was stopped by washing the cells with ice‐cold KRH with 25 mm glucose and 10 *μ*m cytochalasin B for three times. Cells were then collected in glucose‐free KRH with 0.1% sodium dodecyl sulfate and were subjected to liquid scintillation counting in EcoLume (ICN Biomedicals, Costa Mesa, CA). Radioactive glucose levels were corrected for the total adipocyte protein content per tube.

### Multiplex cytokine and phosphoprotein immunoassays

Cytokine concentrations in rat serum and adipose tissue were determined using the Bio‐Plex Pro Rat Cytokine 24‐plex Assay multiplex immunoassays (Bio‐Rad, Hercules, CA) and the final data were obtained and analyzed via the Bio‐plex 3D Suspension array system (Bio‐Rad). For the determination of intracellular kinases activation levels we used a combination of Bio‐plex nonmagnetic signal transduction assays (Bio‐Rad). Loading for the phosphoprotein panels as well as the adipose tissue cytokine panels was normalized via determination of total protein concentration (BCA Protein Assay kit, Pierce, Rockford, IL) and measurement of *β*‐actin levels after western immunoblot analysis.

### Real‐time PCR

1 *μ*g of RNA isolated was reverse transcribed into cDNA and incubated with dual fluorogenic probes (Applied Biosystems, Foster City, CA). GAPDH and 18s were used as endogenous controls and were also detected using dual‐labeled fluorogenic probe (5′‐FAM/3′‐MGB probe, Applied Biosystems). Target mRNA (TNF*α*, IL‐6, MCP‐1, and IL‐1*β*, Applied Biosystems) levels were quantified using a fluorogenic 5′‐nuclease PCR assay as described in Karagiannides et al. (2011) using a 7500 Fast Real‐Time PCR sequence detection system (Applied Biosystems).

### Expression microarrays and analysis

RNA for microarray analysis was isolated from rat epididymal adipocytes using the RNeasy mini kit (QIAGEN, Valencia, CA). Gene expression profiling was performed at the UCLA Clinical Microarray Core using the Agilent SurePrint G3 Rat Exon Microarray platform. Differentially expressed genes were generated using the dChip software program.

Using these differentially expressed gene data, gene networks were constructed and identified important hubs using Ingenuity Gene Network Analysis. Pathways of highly interconnected genes were identified by statistical likelihood using the following equation:
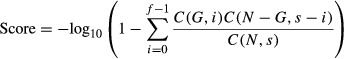

Where *N* is the number of genes in the network of which *G* are central node genes, for a pathway of *s* genes of which *f* are central node genes. C is the binomial coefficient. We considered statistically significant networks those with a score greater than 5 (*P *< 10^−5^). Central node genes were considered the ones known to be regulated by or to regulate the highest number of genes shown in our study to change with stress. The calculation of the significance of these networks along with the background gene–gene interaction analysis was performed by the IPA program of Ingenuity systems.

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus (Edgar et al. 2002) and are accessible through GEO Series accession number GSE47754. http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE47754

### Chronic unpredictable stress

Rats are exposed to a variable sequence of stressors, 2 per day, for 35 days. The stressors onset was applied at random time during the day between 10 am and 2 pm and overnight stressors started at random time between 4 and 7 pm. This stress model has been validated in numerous reports and is a well‐characterized model of depression in human with high face and predictive validity (Willner et al. 1987; Barsy et al. 2010; Hawley et al. 2010; Pechlivanova et al. 2010). Briefly, stressors were applied based on a computer‐generated randomized sequence. All animals were housed in pairs and then single housed during isolation stress. Control animals were handled every 2 days. An additional control group was added to test the effect of a single day of stress. Groups of rats were exposed to crowding and strobe light overnight (*n *=**9) or handled and left in their home cage and housing conditions as controls (*n *=**8).

### Schedule of stressors 2/day for 35 days (computer randomized sequence)

Swim stress 18°C 10 min (between 10 am and 2 pm): Days 25, 27, 29, 30, 32, 33, 34
Rotation 1 h (between 10 am and 2 pm): Days 1, 2, 4, 6, 9, 11, 14, 20, 31
Isolation overnight: Days 7, 12
Food/water deprivation overnight: Days 2, 3, 6, 10, 13, 15, 16, 19, 24, 28, 32
Light on overnight: Days 1, 4, 7, 8, 13, 18, 22, 23
Light off 3 h (between 10 am and 2 pm): Days 5, 8, 11, 20, 21, 24, 26, 28, 31
Stroboscope overnight: Days 5, 15, 16, 17, 19, 21, 26, 27, 29, 33, 34, 35
Wet bedding overnight: Days 3, 12, 14,
Crowding overnight: Days 9, 10, 17, 18, 22, 23, 25, 30, 35

#### Stressor details

*Swim stress 18°C 10 min (between 10 am* *and 2 pm)*: Rats are placed for 10 min in a cylindrical clear plastic tank (46 cm high × 20 cm diameter) filled with water (18 ± 1°C) to a depth of 30 cm. The rats are closely monitored during this stress and should any rat fail to show the reflex swimming behavior, it will be removed from the water to prevent drowning. Immediately after the swim, rats are removed from the tank, towel dried, and put in a warming cage (37°C) for 5 min before being placed back in home cage. This procedure, allowing the rat to dry before being placed in his home cage, prevents chills from the wet environment.

*Rotation 1 h (between 10 am* *and 2 pm)*: The cage was placed on a 120 rpm rocking bed. During this stress the rat is placed in a cage positioned on a rotating device.

*Isolation overnight:* single housing in a separate room.

*Food/water deprivation overnight:* This procedure is routinely used in various animal studies and does not cause physical harm to the animal. Food and water are provided immediately after the end of the fasting period.

*Light on overnight*: Light switch is kept on for 24 consecutive hours.

*Light off 3 h (between 10 am* *and 2 pm)*: Light is switched off at random time during the day for 3 h.

*Stroboscope overnight*: Low intensity stroboscopic ‐illumination (300 flashes/min).

*Wet bedding overnight:* Damp bedding (200‐mL water in a cage). Immediately after the stress, rats are removed from the cage, towel dried, and put in a warming cage (37°C) for 5 min before being placed back in home cage as described above.

*Crowding overnight:* Five rats cohabiting in one small cage (425 × 265 × 180 mm). Rats were examined carefully during and after each session for signs of injury or sores. Dominant rats were identified and were replaced.

### Statistical analysis

Results were analyzed using the Prism professional statistics software program (Graphpad Software Inc., San Diego, CA). ANOVA and nonparametric tests with unequal variance were used to assess the statistical difference between controls and CUS. *P *<**0.05 was considered significant. For the detection of differentially expressed genes in adipocytes using dChip we used unpaired t‐test with a twofold expression difference and *P *<**0.05 cutoffs.

## Results

### Chronic stress alters body and fat depot weight in rats

The effect of stress at the molecular level was assessed at the end of the experiment by measuring circulating corticosterone levels. We found that CUS induced an almost twofold increase in corticosterone levels in the blood (Fig. 1A, 14.36 vs. 26.27 pg/mL, *P *=**0.03, *n *=**11) of stressed rats. Consistent with the expression data, gene network analysis showed a significant (*P *= 10^−11^) activation of a glucocorticoid gene network, having as central node of the network the glucocorticoid receptor (NR3C1), which is highly upregulated (Fig. 1B). 

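Adipocyte gene expression was measured in 6 male rats after 35 days of CUS, with 2 stressors per day, and in 6 control rats, with 1 array per rat. Total RNA of epididymal adipocytes was labelled with Cy3 and hybridised to 1-colour Agilent gene expression arrays, on which each probe is a short DNA strand fixed to the slide. The source field of the labels and the paper name adipocytes, and the extraction text of the labels speaks of preadipocytes. The authors deposited the scanner output of the Agilent Feature Extraction software, in which the intensity of a spot is already corrected for background and for trends across the slide, and a table of quantile normalized intensities of the same arrays. Starting from the scanner intensities, outlier spots were left out, the spots of a probe were averaged, and each log2 intensity was expressed relative to the 75th percentile of its array. This percentile was an intensity of 541 to 627 (median 553) on the 6 CUS arrays and of 229.5 to 399.7 (median 353) on the 6 control arrays. Between 64.7% and 67.0% of probes were well above background on the CUS arrays and between 60.4% and 67.3% on the control arrays. The 6 CUS arrays lay on 1 slide and the 6 control arrays on another, so that slide and group cannot be told apart in any comparison. Spike-in RNAs, which are added to each sample before labelling, differed by -0.84 on the log2 scale, CUS minus control, after this scaling (exact permutation test, two-sided, p = 0.0043). They differed by -0.067 without scaling (exact permutation test, p = 0.61), and relative to them the median gene was 0.82 higher in CUS, so that every difference given here is relative to the other genes of the array. Tests were made with limma for the 19721 probes well above background on at least 6 of the 12 arrays, with Benjamini-Hochberg adjustment over all of them. These probes represent 17390 genes, each read from its brightest probe, at probe positions of the rat genome build rn4. Transcripts of other cells differed between the groups. All 5 measured red blood cell transcripts and 8 of 10 mast cell transcripts were higher in CUS (camera adjusted p = 2.2e-06 for each, adjusted p = 0.39 and 0.58 with an estimated correlation, and 0.20 for mast cells over members well above background on every array). Of 14 endothelial transcripts, 7 were lower and none was higher (camera adjusted p = 0.021, 0.053 without control replicate 5, 0.087 with normexp background correction, 0.19 with no filter on dim probes, and adjusted p = 0.67 with an estimated correlation). These 3 counts were the same when adjusted over the list alone. The precision of each value is limited by the number of arrays.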

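The transcript of the glucocorticoid receptor, Nr3c1, had a log2 signal of 0.29 ± 0.42 (SD, n = 6) in CUS and 0.09 ± 0.25 (SD, n = 6) in controls. The difference of 0.20 (standard error 0.19, adjusted p = 0.38 from limma) did not pass the test for the brighter of its 2 probes, at chromosome 18, 32371607 to 32371666 of rn4. The dimmer probe, at 32375401 to 32375460, was higher in CUS by 0.74 (standard error 0.11, adjusted p = 0.00017). Their mean was higher by 0.47 (adjusted p = 0.0090). Of 14 genes of the receptor and its partners, listed before the data were examined, 2 were higher (1 when adjusted over the list alone) and 1 was lower (1 when adjusted over the list alone). H6pd, which supplies the cofactor for local glucocorticoid regeneration, was higher by 0.39, although its other probe was lower and the mean of both differed by -0.015 without passing, and the cochaperone Stip1 by 0.27, a call that was lost without any one of 6 arrays (adjusted p up to 0.073). The coactivator Ncoa2 had a log2 difference of -0.88 (adjusted p = 0.00087). Of 22 glucocorticoid-induced genes, 3 were higher, 3 were lower and 16 did not pass the test (2 higher and 3 lower when adjusted over the list alone). Gpx3, a secreted glutathione peroxidase, was 2.04 times higher in CUS, and Dusp1 and Nfkbia (0.74) were the other higher genes. Nfkbia is also a member of the list of NF-κB targets, so its rise does not single out glucocorticoids. Over 21 of the induced genes, the mean per array went with that of genes induced by tissue dissociation in CUS (r = 0.92). The relation was weaker in controls (r = 0.40). The clock gene Per1 and Hif3a were lower, each with a log2 difference of -0.74, and so was Klf9 (-0.50). The receptor list had a median of 0.10 and a mean of -0.018. Neither list moved as a set (camera adjusted p = 0.76 for the receptor list and 0.55 for the induced genes). Among genes drawn in the network of Fig. 1B, the neuropeptide gene Npy was 9.02 times higher (log2 difference 3.17, standard error 0.23, adjusted p = 1.8e-06), Hsd17b12 of fatty acid elongation 2.81 times and the AP-1 subunit Fosl2 2.73 times (its other probe, at 0.25, did not pass, adjusted p = 0.29). Adm2 was at least 5.97-fold higher, its probe being not well above background on any control array. With normexp background correction, which adds an offset of 50 to each intensity, the difference for Adm2 was 0.24 and did not pass. The bound sets the CUS mean against the lowest signals that were well above background on the control arrays. Calca (-1.66), Prom1 (-1.26), Aatk (-1.29) and Ckap2 (-1.20) were lower on the log2 scale. Csrnp2 (0.23), Amigo2 (-1.38) and Tgfb2 (-0.59) did not pass at their brightest probes, whereas the other probe passed for Amigo2 (-1.33, adjusted p = 0.0049) and Tgfb2 (-1.07, adjusted p = 5.3e-05). Plekha6 was well above background on 5 control arrays and on no CUS array and was not tested. Without control replicate 3, Amigo2 (-1.98) and Tgfb2 (-0.98) passed. The genes of the figure were chosen by the study on these samples.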

Chronically stressed rats failed to gain weight during the stress period (Fig. 2A, 308 ± 3 g vs. 310 ± 4, *n *=**12) compared to controls, which showed a physiological increase in total body weight (Fig. 2A, 343.8 ± 5.6 vs. 310.4 ± 4.7, *P *<**0.01, *n *=**12). Further analysis using echoMRI showed that the lack of weight gain in stressed rats may be attributed to loss of lean mass (Fig. 2C, *P *<**0.001, *n *=**12), while the overall fat mass of these animals increased significantly (Fig. 2B, stress *P *<**0.001, control *P *<**0.01, *n *=**12).

**Figure 1.**
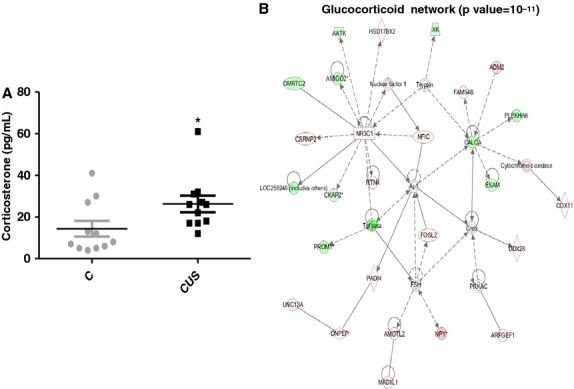
Chronic stress induces increase in corticosterone levels and related responses. (A) ELISA in plasma isolated from blood of stressed and control rats shows that corticosterone levels increase with stress while (B) the glucocorticoid network is also significantly affected with NR3C1 (receptor for glucocorticoid) representing a central node in the network. Data are means ± SEM (Mann–Whitney, *P <**0.05, *n *= 11).

**Figure 2.**
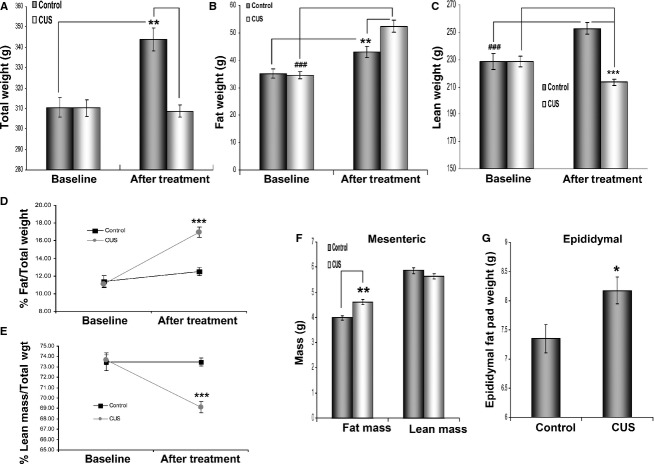
Stress‐induced effects on rat weight, body composition, and fat depot size. Male rats were weight matched and placed in two groups (*n *=**6/group). The CUS group was subjected to different combinations of stressors for 35 days while the control group was caged under normal conditions. (A) Weight comparison between stressed and control rats before and after treatment shows that while animals in the control group gain weight after 35 days, the weight of rats in the chronic stress group remains unaffected after completion of the stress protocol. (B) However, stressed rats gain significantly more total body fat in comparison to their control littermates. (C) The lack of total weight gain in the stressed rats is due to the reduction in total lean mass in these animals in contrast to the control rats that also show increases in lean mass as in fat mass before. (D) EchoMRI analysis demonstrates that, in rats, % fat mass increases considerably (~6%) relative to the rest of body mass after stress (E) while% lean mass decreases (~4.5%). (F) Comparison of lean and mesenteric fat mass of the intestine between stressed and control rats shows that the former have higher fat mass weight while no significant difference exists in lean intestinal mass between the two groups. (G) Stressed rats also have increased epididymal fat pad weights compared to control rats after 35 days of stress. Data are means ± SEM (Mann–Whitney, *P <**0.05, **P <**0.01, *** and ^###^*P *<**0.001, *n *=**6 in four independent studies).

Overall, stressed rats gained significantly more fat compared to nonstressed controls (Fig. 2D, 5.8 ± 0.6 vs. 1.1 ± 0.7, as % of total body weight, respectively, *P *<**0.001). In control animals both fat and lean mass increased accordingly to reflect the overall change in body weight (Fig. 2D and E). In a different cohort, rats exposed to an alternative CUS protocol (without food/water deprivation) showed similar but not statistically significant changes in visceral adiposity (data not shown). In the control group exposed to a single day of stress, there was no change in weight gain between controls and CUS rats, and the% of fat and lean mass to the total body weight was not affected (Data not shown). Interestingly, we did not observe any significant changes on body weight or lean versus fat mass when the model of chronic water avoidance (WA) (1 hr daily for 10 consecutive days) was employed (data not shown) (Bradesi et al. 2009). This may be due to the shorter duration of stress exposure and/or the different nature of the stress procedure.

### Stress increases Intraabdominal fat depot size

Echo MRI analysis did not reveal changes in the amount of intestinal lean mass while mesenteric fat mass increased with stress (Fig. 2F, *P *<**0.01, *n *=**12). The ratio of the fat/lean mass in the mesentery was also higher in stressed rats compared to controls (data not shown, *P *<**0.01, *n *=**12, t‐test). In addition, epididymal fat pads were also removed and weighed at the end of the stress period. Epididymal fat pad weight was significantly higher in stressed rats compared to controls (Fig. 2G, *P *<**0.05, *n *=**12).

### Effect of chronic unpredictable stress on food intake

Food intake was measured in gram per 12‐h period. We observed an altered feeding pattern with notable increase in night feedings following exposures to food deprivation overnight (Fig. 3A). However, the total amount of food consumed by CUS rats over the course of the 35 days was significantly lower compared to control rats (Fig. 3B, 1052 ± 66 vs. 1276.18, *P *=**0.02).

**Figure 3.**
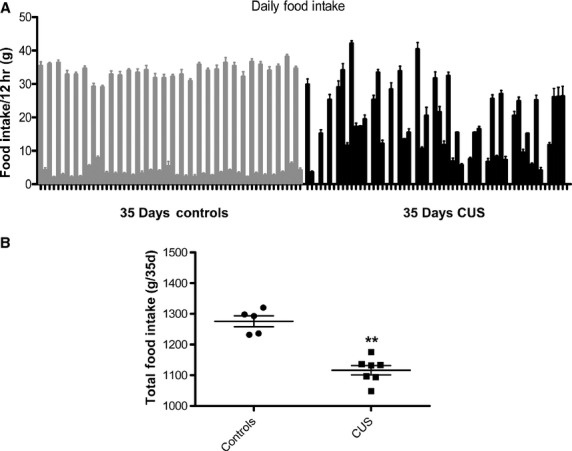
Effects of CUS on rat feeding patterns and overall consumption. Rats undergoing chronic stress were single housed and the food consumption was monitored daily. (A) Daily feeding measurements reveal that rats exhibited irregular feeding patterns compared to controls. Feeding behavior became random irrespective of time of day. (B) Overall food consumption was also reduced in stressed compared to control rats (*P *<**0.01, *n *=**6).

### Stress induces changes in fat cell size

Epididymal and mesenteric fat depots from stressed animals contained higher percentage of small adipocytes compared to controls (Fig. 4A, epididymal, *P *<**0.01, *n *=**9‐10**;** 4B, mesenteric, *P *<**0.05, *n *=**9‐10). In agreement with increased adiposity shown above, stressed animals also demonstrated increased cell counts per mm^2^ compared to controls (Fig. 4C and D, *P *<**0.05, *n *=**9‐10). Multiplex phosphoprotein analysis revealed increased activating phosphorylation of Akt, mTOR and p70S6K (Fig. 4E, *P *<**0.001, *n *=**10) as well as phosphorylation of inhibitory GSK3*β* (Fig. 4E, *P *<**0.001, *n *=**10) suggesting activation of pro‐survival, antiapoptotic circuits during stress in adipocytes. Immunohistochemistry using an antibody against F4/80 showed increased infiltration of macrophages (green arrowheads) into mesenteric fat depots with stress (Fig. 4F).

**Figure 4.**
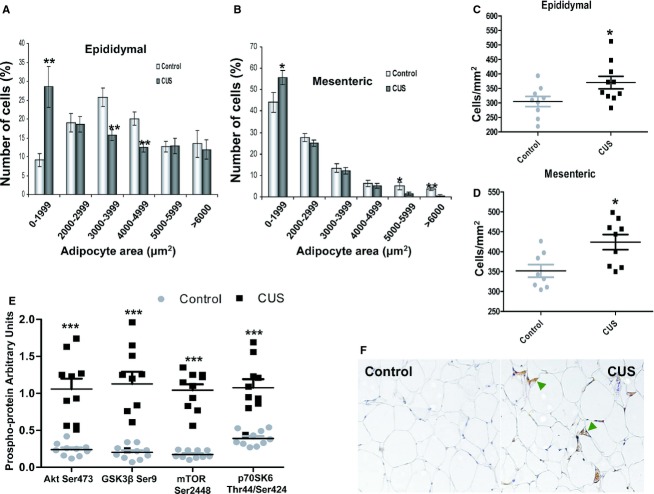
Changes in adipocyte physiology with stress. Paraffin‐embedded mesenteric and epididymal adipose tissue from stressed and control rats was sectioned and stained with H & E. Adipocyte area was then measured under light microscopy and (A,B) an increase in the number of small adipocytes in stressed rats compared to controls. In addition, adipocyte number per section area was calculated and (C) stress led to increases in epididymal as well as (D) in mesenteric adipocytes numbers. Total protein was collected from adipocytes isolated from epididymal fat depots of stressed and control rats and subjected to (E) multiplex phosphoprotein analysis that showed activation of intracellular survival signaling pathways (Akt, GSK3*β*, mTOR, and p70S6K) in epididymal adipocytes. (F) Immunohistochemistry for F4/80 (green arrowheads) shows increased macrophage infiltration in mesenteric adipose tissue of stressed rats. Data are means ± SEM (Mann–Whitney, *P <**0.05, **P <**0.01, ***P <**0.001, *n *=**10).

### Stress alters glucose homeostasis

Fasting glucose levels were higher in stressed rats compared to controls (Fig. 5A, *P *<**0.05, *n *=**6). In addition, control rats responded more efficiently to glucose challenge compared to stressed rats. Indeed, in control rats, glucose levels were restored to baseline within 1 h after injection, while glucose levels in stressed rats remained significantly higher after 60 min and for the duration of the experiment (Fig. 5B, *P *<**0.05 after 60 min, *n *=**9‐10). In a different cohort, rats were challenged with a higher glucose dose (2 g/kg) and in a similar maker, animals in the control group responded more efficiently to the challenge compared to stressed ones. However, the pattern of the response differed with the most significant responses observed earlier (15 min, *P *<**0.05, *n *=**6) time points of the challenge protocol (Controls 74 ± 1.5, 167.5 ± 15.4, 208.2 ± 27.5, 172.2 ± 21.4, 114 ± 17.6 vs. CUS 92 ± 5, 308.2 ± 51.7, 283.3 ± 51.1, 221.5 ± 21.11, 105.5 ± 7.05 for 0, 15, 30, 60, and 120 min, respectively). In contrast, no changes in response to i.p. insulin administration were observed between the two groups (Data not shown). In the control group exposed to a single (same as the last) day of stress, there was no change in the response to glucose challenge or insulin challenge compared with controls (Data not shown).

**Figure 5.**
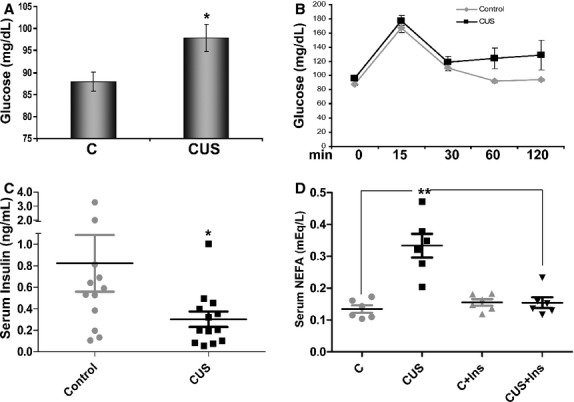
Stress‐induced effects on glucose and NEFA circulating levels. Plasma from stressed and control rats was isolated from whole blood after centrifugation. (A) Chronic stress is associated with increased circulating glucose levels. (D) NEFA plasma levels are elevated in stressed rats compared to controls. At the conclusion of the 35‐day stress protocol, rats were restrained and blood was collected from their tails at the described intervals and measured using an AccuCheck glucose counter. (B) Stressed rats show reduced ability to remove glucose from the circulation after a 2‐hr challenge (glucose 1 g/kg). Circulating glucose levels remain high 60 min after challenge in the stressed group (grey line). (C) Circulating insulin levels decreased with stressed compared to control rats. Data are presented as means ± SEM (Mann–Whitney, One way ANOVA, *P <**0.05, **P <**0.01, *n *=**12 and *n *=**6 for [D]).

### Stress increases plasma nonesterified fatty acid levels and decreases circulating insulin

Elevations in the levels of plasma fatty acids represent a major mechanism of fat‐induced insulin resistance in fat, liver, and muscle tissues via induction of intracellular signaling cascades including activation of Ser/Thr kinases (Morino et al. 2006). When we compared the plasma levels of NEFA between stressed and control rats we observed a significant increase after stress (Fig. 5D, CUS vs. C, *n *=**6, *P *<**0.01). Increased lypolytic activity with stress is also suggested by our expression microarray network analysis that showed significantly increased activation of lipid metabolism networks (*P*=10^‐21^, data not shown, *n *=**6). 

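Genes of fat storage and of fat breakdown both included members that rose in CUS adipocytes. Of 12 genes of lipolysis, 4 were higher, 2 were lower and 6 did not pass (limma, the same counts when adjusted over the list alone). Mgll, which cleaves monoglycerides, was higher by 0.74 on the log2 scale, and Abhd5, the activator of adipose triglyceride lipase, by 0.72, and Aqp7 and Adrb3 were higher by 0.79 and 0.34. The natriuretic peptide receptor Npr1 was lower, with a difference of -0.79 (adjusted p = 0.00035), and so was Plin1, which coats the lipid droplet (-0.60). Lipe, the hormone-sensitive lipase, chosen after its values were seen, differed by -0.024 (standard error 0.19, adjusted p = 0.92), and its other probe was lower (-1.07, adjusted p = 0.00034). The lipolysis list did not move as a set (camera adjusted p = 0.25, 0.018 with no filter on dim probes, exact permutation test of its mean per array p = 0.080). Of 11 genes that restrain lipolysis, 7 were higher and 1 was lower (8 higher and 1 lower when adjusted over the list alone). Cidec, a protein that seals lipid droplets, had a log2 signal of 4.96 ± 0.30 in CUS and 3.30 ± 0.67 in controls (SD, n = 6 each), 3.17 times higher (adjusted p = 0.00043 from limma). G0s2, an inhibitor of adipose triglyceride lipase, was higher by 0.63, and the one lower gene was Npy1r (-0.79). Of 15 genes of fatty acid synthesis, 8 were higher and none was lower (the same when adjusted over the list alone), among them Fasn at 2.35 times and the citrate carrier Slc25a1 at 2.49 times the control level. Of 17 genes of fatty acid uptake and triglyceride synthesis, 12 were higher and 1 was lower (13 and 1 when adjusted over the list alone). Agpat2 and Dgat2 of triglyceride assembly were higher by 1.50 and 1.11, and the one lower gene was the fatty acid transporter Cd36 (-0.47, and -0.21 without passing at its other probe). Of 20 genes of fatty acid oxidation, 15 were higher and none was lower, with a median log2 difference of 0.49; Ehhadh and Etfa rose by 1.27 and 1.19. Of 16 genes of cholesterol synthesis, 9 were higher and 1, Sqle (-0.52), was lower. The counts of both these lists were the same when adjusted over the list alone. With a preset correlation, camera called fatty acid synthesis (adjusted p = 0.022, and 0.053 over members well above background on every array), triglyceride synthesis (adjusted p = 0.0075) and oxidation (adjusted p = 8.7e-05), and none of them with an estimated correlation (adjusted p = 0.67 for each). The genes that restrain lipolysis (adjusted p = 0.054) and cholesterol synthesis (adjusted p = 0.061) lay near the threshold. The first was called with normexp (adjusted p = 0.021), no filter (0.0033), the strict filter (0.040), the mean of probes (0.038), the replicate block (0.028), a variance trend (0.049) and array weights (0.018), and without CUS replicate 1 (0.040), CUS replicate 3 (0.049) or control replicate 3 (0.015). Cholesterol synthesis was called with no filter (adjusted p = 0.0038) and array weights (0.046), and without CUS replicate 1 (0.041) or CUS replicate 3 (0.049). The mean per array of each of the 5 lists other than lipolysis differed between the groups by exact permutation tests (adjusted p = 0.0150 to 0.0216 over 38 lists), which do not compare a list with other genes. Transcripts of mast cells (median 2.56) and of red blood cells (median 4.53) rose in the same arrays, adipocyte markers had a median of 0.36, and endothelial and smooth muscle markers fell (medians -0.65 and -1.08). Control replicate 3, the control with the lowest signal of the endothelial marker Pecam1 (2.41), had the highest Cidec (4.55), Agpat2 (1.19), G0s2 (7.24) and Fasn (3.99) of the controls.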

Circulating insulin levels were significantly lower in stressed rats compared with controls (Fig. 5C, *n *=**12‐13, *P *<**0.05) potentially contributing to the elevated NEFA levels observed after stress via reduced antilipolytic activity in these animals. The levels of circulating NEFA were significantly decreased 30 min after a bolus injection of insulin (Fig. 5D, CUS+Ins, *P *<**0.01) compared to noninjected stressed rats.

### Stress‐induced alterations in the transcriptome of adipocytes in rats

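Among genes well above background on all 12 arrays, the largest rises in CUS adipocytes were in transcripts of red blood cells. Alas2 was 71.3 times and the beta globin Hbb-b1 38.1 times higher, with log2 signals for Hbb-b1 of 9.43 ± 0.22 in CUS and 4.17 ± 0.67 in controls (SD, n = 6 each). The globins Hba-a1 and Hbe2, and Ahsp, the chaperone of alpha globin, rose by 4.16, 6.06 and 4.53 on the log2 scale. Also among the 12 largest rises were Npy and Hmox1, the enzyme of heme breakdown, which was 8.18 times higher (adjusted p = 3.5e-06 from limma). The chymase Cma1 and the tryptase Tpsab1 of mast cells, named from the marker list, were higher by 4.40 and 3.85. Among named genes with no overlap between the groups and a probe well above background on all arrays, the largest falls were smaller than these rises, from -2.52 for the olfactory receptor gene Or6b13 to -2.06 for Dclk2. They included Hsd17b13, a lipid droplet protein (-2.29), Cyp4a8, a fatty acid hydroxylase (-2.08), Il20rb (-2.19), and Uvrag (-2.13) and Wdr35 (-2.23), each of which has another probe that was higher. Among genes with overlap, the smooth muscle gene Actg2 fell further (-3.09, and -3.85 without control replicate 3). The genes changed at least 2-fold at an adjusted p under 0.05 from limma numbered 2089 of 17390, of which 564 were higher and 1525 were lower in CUS. Without the fold threshold, 8700 genes differed, 4216 higher and 4484 lower. The 6 CUS values and the 6 control values did not overlap for 3808 genes (21.9%, where chance gives 0.216%). With quantile normalization, 888 genes were higher and 981 were lower by at least 2-fold, and with scaling on the spike-ins, chosen after seeing the data, 6257 were higher and 197 lower. The count was 888 with normexp background correction and 3886 with no filter on dim probes.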

Microarray analysis of the transcriptome of epididymal adipocytes revealed dramatic changes in the expression of over 2,392 genes (Fig. 6A, Differentially expressed genes between 6 CUS and 6 Ctrl at ≥2‐fold, FDR corrected, *P *<**0.05). 

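Principal component analysis of the 19721 tested probes placed all 6 CUS arrays on one side of the first component and all 6 control arrays on the other. Their scores ran from -60.9 to -24.8 in CUS and from 25.6 to 61.9 in controls. The first component held 53.7% of the variance, the second 21.6% and the third 6.39%. Of the total variance, 51.2% lay between the groups, more than in any other assignment of 6 arrays to CUS (exact permutation test over all assignments, p = 0.0022, the smallest p they can give). On the second component control replicate 3 stood at -90.1, where the other control arrays lay between -12.3 and 42.4. In this rat the endothelial markers Pecam1 and Vwf, the cytokine Il1b and the chemokine Cxcl2 were lower than in every other control rat, and Pparg and S100b, which adipocytes express, were higher. Without it the share between the groups was 63.7%. The group and the slide coincide, so the segregation is also one between slides.

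**Figure D1:**
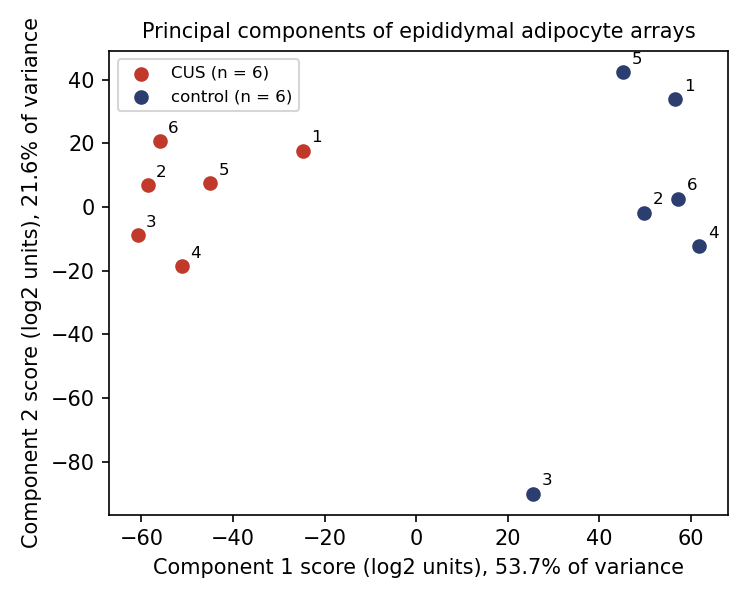
Scores of the 12 arrays on the first and second principal components, in log2 units, with replicate numbers beside the points. The CUS arrays (red) lie below 0 on the first component, the control arrays (blue) lie above 0, and control replicate 3 lies apart on the second component.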

Primary component (PCA) analysis reveals sharp segregation between the two groups (Fig. 6B). To identify the molecular circuits that are affected in the stress‐induced adipocytes, we integrated the differentially expressed genes into networks. This analysis revealed that the top statistically significant (*P *= 10^−38^) network is related to insulin metabolism, having as central regulators, insulin, AKT kinase, and p38 MAP kinase (Fig. 6C).

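Of 28 genes of insulin signalling, listed before the data were examined, 8 were higher in CUS, 3 were lower and 17 did not pass the test (7 higher and 2 lower when adjusted over the list alone). The kinase gene Akt2 had a log2 signal of -2.24 ± 0.21 (SD, n = 6) in CUS and -3.68 ± 0.58 (SD, n = 6) in controls, a difference of 1.44 (standard error 0.23, adjusted p = 0.00040 from limma), read by a probe at chromosome 1, 82725226 to 82725285 of rn4. Akt1 was higher by 0.49 (standard error 0.12, adjusted p = 0.0052). Trib3, an inhibitor of AKT, was 2.05 times higher, and Mtor was higher by 0.80, a call that was lost with normexp background correction (0.10), under which Akt2 differed by 0.41. The insulin gene Ins1, whose signal was low in both groups (-4.03 ± 0.11 in CUS and -2.68 ± 0.18 in controls), was lower by a log2 difference of -1.35 (adjusted p = 1.8e-06). Cblb (-0.38) was also lower. Ins2 differed by -0.099 (adjusted p = 0.53). The list did not move as a set (camera adjusted p = 0.26, 0.0048 with no filter on dim probes, exact permutation test of its mean per array p = 0.056). Of 21 genes of glucose transport and glycolysis, 10 were higher and 1 was lower (the same when adjusted over the list alone), near the threshold by camera (adjusted p = 0.058). That list was called with normexp (adjusted p = 0.00061), no filter (0.00065), the mean of probes (0.014), the replicate block (0.040), a variance trend (0.049) and array weights (0.016), and without CUS replicate 1, 3, 4 or 5 (0.040, 0.049, 0.048 and 0.043) or control replicate 3 (0.017). Pdk1, which restrains pyruvate oxidation, and Aldoa rose by 1.11 and 0.90. Of the glucose transporters, Slc2a3 was lower (-1.77), Slc2a1 was higher (0.39, adjusted p = 0.011 from limma) and Slc2a4 did not pass (0.29, adjusted p = 0.21). Mapk14, the alpha form of p38, differed by 0.13 (standard error 0.08, adjusted p = 0.23) and passed with array weights (0.19) and with normexp (0.20). Of 12 genes of the p38 pathway, 3 were higher, the p38 targets Mapkapk3 (0.59) and Mapkapk5 (0.39) and the upstream kinase Map2k3 (0.34), and 4 were lower, Mapk11 (-1.25), Map3k6 (-0.82), Mapk13 (-0.54) and Mef2c (-0.97), with the same counts when adjusted over the list alone. The median of the p38 list was 0.095 and its mean difference -0.15, with no call by camera (adjusted p = 0.75), although its mean was lower in every CUS array than in every control array (exact permutation test, p = 0.0022). From the changes in pathways of insulin metabolism, the paper proposes in its discussion that the actions of insulin in fat are adversely regulated. It sets beside this the impaired glucose uptake of adipocytes in response to insulin (Fig. 6), which was not analysed here.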

**Figure 6.**
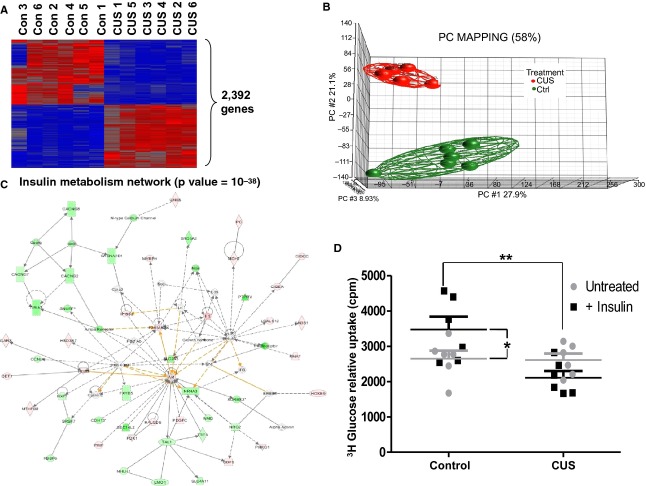
Effects of chronic stress in adipocytes gene expression and response to insulin. Freshly isolated epididymal adipocytes were either placed in Trizol reagent for RNA isolation in 1.5‐mL tubes for 4 h, exposed to insulin and their ability to internalize radioactive (^3^H) glucose is monitored. Insulin stimulates glucose uptake in rat epididymal adipocytes (left panel, black squares, *n *=**6). (A) Stress induces differential expression of 2,392 genes in adipocytes. (B) Primary component mapping showing segregation of differentially expressed genes between adipocytes from stressed and control rats. (C) Network analysis reveals insulin metabolism as the top statistically significant network affected by stress. (D) Stress abolishes the ability of adipocytes to internalize glucose in response to insulin stimulation (right panel, black squares). Data are Mean values ±SEM (Mann–Whitney test, *P <**0.05, **P <**0.01, *n *=**6).

### Stress decreases glucose uptake in response to insulin in isolated adipocytes

Adipocytes were isolated at the end of the stress period from control and CUS animals and their ability to internalize radioactive glucose in response to insulin stimulation was measured. In contrast to adipocytes isolated from control rats (Fig. 6D, left), adipocytes isolated from stressed animals failed to internalize glucose in response to insulin stimulation (Fig. 6D, *P <**0.05 and **P <**0.01, *n *=**7).

### Stress increases proinflammatory cytokine levels in rat epididymal fat depots and the circulation

Chronic stress resulted in increased levels of proinflammatory cytokines within fat tissue (Fig. 7A, *n *=**10, *P <**0.05 and **P <**0.01). In addition, VEGF levels were increased both in the circulation and within epididymal fat depots (Fig. 7A set 7, and Fig. 8E, respectively). At the adipocyte level, we have identified a perturbation of an inflammatory‐related network (Fig. 7B). Specifically, gene network analysis revealed a highly statistical gene network (*P*=10^‐33^) to be activated in the stressed adipocytes, having as central nodes, IL‐6, and NF‐*κ*B, which are essential inflammatory genes. Furthermore, as shown in the heatmap representation, central inflammatory genes, such as TNF*α*, MCP‐1, IL‐1*β*, and IL‐6, are upregulated (red color) at the mRNA level in fat depots of chronic‐stressed rats (Fig. 7C). 

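Of 20 proinflammatory cytokines and chemokines, listed before the data were examined, 14 were higher in CUS and 1, Lif (-0.51), was lower (the same when adjusted over the list alone), with a median log2 difference of 1.69. Il6, read by a probe at chromosome 4, 457279 to 458563 of rn4, had a log2 signal of 0.94 ± 0.59 (SD, n = 6) in CUS and -2.96 ± 1.78 (SD, n = 6) in controls, where it was well above background on 5 of 6 arrays. It was 15.0 times higher (log2 difference 3.90, standard error 0.68, adjusted p = 0.00069 from limma), and the difference was 3.29 without control replicate 3, in which it was lowest (-6.04). Il1a, Csf2 and Ccl20 were not well above background on any control array and were at least 3.88-fold, 3.69-fold and 3.43-fold higher. With normexp background correction, which adds an offset of 50 to each intensity, all 3 lost their call (differences of 0.0036, 0.029 and -0.077), and that of Il6 was 2.59. Ccl3, Ccl4 and Ccl5, which attract leukocytes, rose by 2.56, 2.93 and 1.97. The angiogenic factor Vegfa (-0.34, adjusted p = 0.13) and Il17a (0.80, adjusted p = 0.16) did not pass. The other Vegfa probes differed by -0.24, -0.15 and 0.25, and none of them passed. With quantile normalization Vegfa was lower (-0.45) and Il17a higher (1.30). With normexp the difference of Il17a was -0.32. This is not read as a fall, since its probe was well above background on 2 control arrays only. Of 17 NF-κB targets, 13 were higher and none was lower (the same when adjusted over the list alone). Icam1, an adhesion molecule, was 2.63 times and the apoptosis inhibitor Birc3 3.04 times higher. Of 17 genes of the NF-κB pathway itself, 7 were higher and 2 were lower (the same when adjusted over the list alone). Among the higher genes, Tnfrsf1b (0.43) was lower at its other probe (-0.53, adjusted p = 0.0021 from limma). The p65 gene Rela was higher by 0.50 (adjusted p = 0.00028; 0.45 at its other probe, adjusted p = 0.088), Nfkb1 by 0.30 (adjusted p = 0.017) and the inhibitor gene Nfkbib by 0.61, and the kinase genes Chuk (-0.62) and Ikbkb (-0.26) were lower. Camera called the cytokines and the targets with a preset correlation (adjusted p = 8.7e-05 for each) but not with an estimated one (adjusted p = 0.67 for each), called the cytokines no longer over the members well above background on every array (adjusted p = 0.059), and did not call the pathway (adjusted p = 0.084) except with no filter (adjusted p = 0.0038) or without CUS replicate 3 (adjusted p = 0.049). The means of the cytokine and of the target list were higher in every CUS array than in every control array (exact permutation tests, p = 0.0022 each, the smallest p that 6 arrays against 6 allow). Mast cell transcripts, such as Hdc of histamine synthesis (2.69), rose in the same arrays. So did 11 of 31 genes that tissue dissociation induces, among them the heat shock gene Hspa1b (2.51), and none was lower (the same when adjusted over the list alone, camera adjusted p = 0.00050, adjusted p = 0.67 with an estimated correlation).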

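Tnf, at chromosome 20, 3663558 to 3663617 of rn4, had a log2 signal of 0.49 ± 0.46 (SD, n = 6) in CUS and -2.24 ± 1.02 (SD, n = 6) in controls and was 6.64 times higher (adjusted p = 0.00025 from limma). Ccl2, which encodes MCP-1 and lies at chromosome 10, 70257919 to 70257978, was 2.87 times higher, with 5.57 ± 0.51 in CUS and 4.04 ± 0.67 in controls (adjusted p = 0.0018). Il1b, at chromosome 3, 116964465 to 116964524, was 8.68 times higher, with 1.06 ± 0.36 in CUS and -2.06 ± 1.39 in controls (adjusted p = 0.00053). With normexp background correction the log2 differences of Tnf, Ccl2 and Il1b were 1.98, 1.59 and 2.26. For each of Tnf, Ccl2, Il1b and Il6 every CUS rat lay above every control rat. Control replicate 3 had the lowest Tnf and Il1b of all rats. Of the other genes legible in the heatmap, which the study chose on these samples, several are products of mast cells or neutrophils. Cma1 was 21.0 times and Tpsb2 5.36 times higher, and Mpo, a neutrophil enzyme, 2.44 times. The chemokines Ccl7 and Cxcl2 were higher by 1.56 and 1.83, the receptor Tlr2 by 1.08 and the gap junction gene Gjb2, well above background on 2 control arrays, by 3.16. The leukotriene genes Alox5ap and Ltc4s were higher by 1.26 and 0.88. Other genes of the heatmap went both ways, with Cd151 and Itga7 higher by 1.25 and 1.47 and log2 differences of -2.15 for elastin, -1.67 for the endothelial nitric oxide synthase, -1.54 for von Willebrand factor and -1.89 for the kinase Bmx. Gnrh1 (-1.76) was also lower, and so was Ccl19 (-2.03, adjusted p = 0.041), whose call was kept only without control replicate 3 (-2.83) among the 12 fits that left out 1 array (adjusted p up to 0.088 in the others). Cd55 did not pass (0.23, adjusted p = 0.32) unless the mean of its probes was taken (0.65), its other probe being higher by 1.08 (adjusted p = 0.0047). Of 15 macrophage markers, 4 were higher, C1qc (1.65), Csf1r (1.25, its other probe being lower at -1.25 with adjusted p = 6.8e-06), C1qa (0.99) and Cd14 (0.42), and 1, Lyz2 (-0.66, not called without any one of 5 arrays), was lower (2 and 0 when adjusted over the list alone), and the list did not move as a set (camera adjusted p = 0.40).

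**Figure D2:**
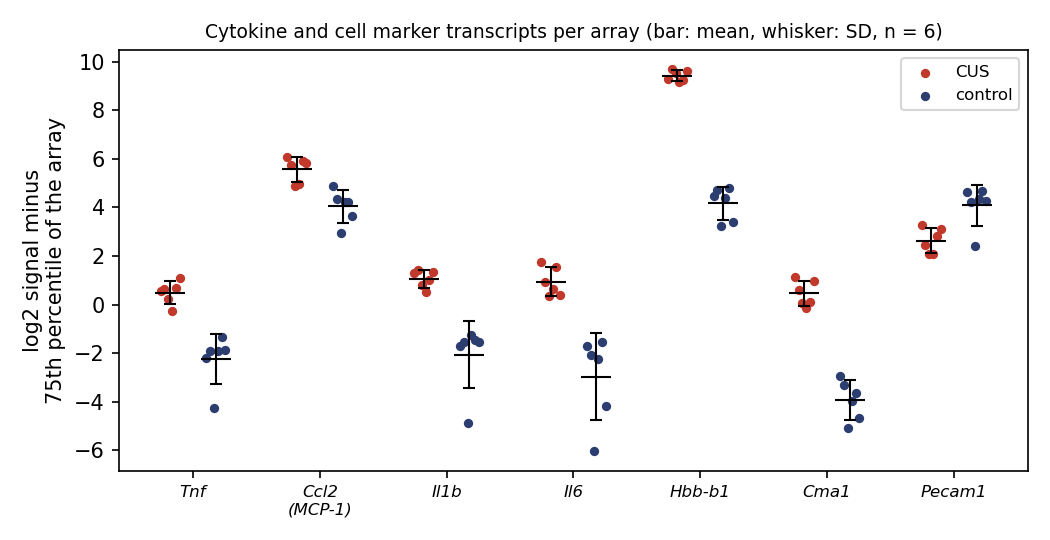
Log2 signal minus the 75th percentile of the array for 7 transcripts in each of the 6 CUS (red) and 6 control rats (blue), with black bars for the mean and whiskers for the SD. Tnf, Ccl2, Il1b, Il6, the globin Hbb-b1 and the mast cell chymase Cma1 are higher in every CUS rat than in every control rat, and the endothelial marker Pecam1 is lower on average (2.63 ± 0.51 in CUS and 4.09 ± 0.85 in controls).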

Compared with adipocytes isolated from nonstressed rats, our analysis confirmed the significant increase of TNF*α* IL‐6, IL‐1*β*, and MCP‐1 at the mRNA expression level (Fig. 7D, *P *<**0.01, *P *<**0.05, *P *<**0.05, and *P *<**0.01, respectively, *n *=**10) following stress. Similar increases in inflammatory cytokine levels during stress were also observed in the circulation where in plasma isolated from rats poststress period the levels of IL‐1*β*, IL‐6, IL‐18, TNF*α*, and MIP‐1*α* were significantly higher than in the plasma of control animals (Fig. 8A–D and F, *P <**0.05 and **P <**0.01, *n *=**10).

**Figure 7.**
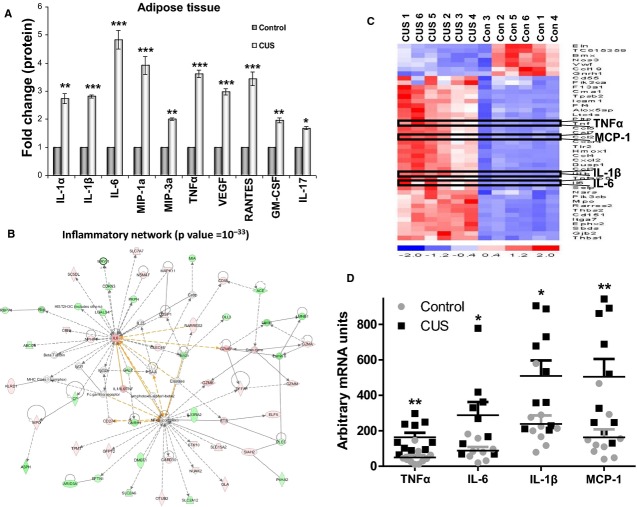
Stress induces inflammatory responses in epididymal fat depots and adipocytes. Epididymal fat depots were removed after stress and were either placed in collagenase for adipocyte isolation or grinded for isolation of total protein to be analyzed via multiplex immunoassay. (A) Proinflammatory cytokine expression is increased in protein extracts from epididymal fat depots from stressed rats compared to controls. We observed increased levels of IL‐1*α*, MIP‐3a, RANTES, GM‐CSF, and IL‐17. (B) Our differential gene expression analysis revealed that the inflammatory network (with IL‐6 as a central node) was significantly affected by stress and (C) four of the genes identified in the heat map of inflammatory genes that increased with stress were TNF*α*, IL‐6, IL‐1*β*, and MCP‐1 and their expression was also verified using (D) real‐time PCR analysis. Data are expressed as means ± SEM (Mann–Whitney, *P <**0.05, **P <**0.01, *n *=**10).

**Figure 8.**
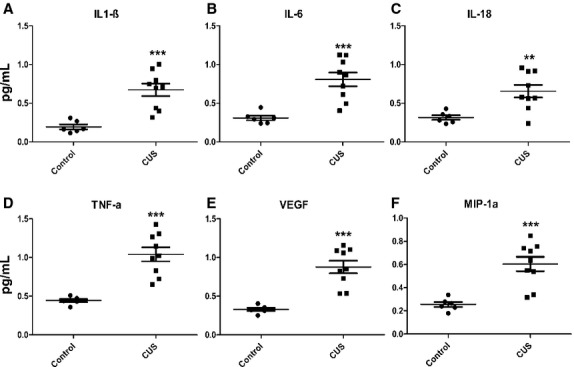
Chronic stress affects the levels of proinflammatory cytokines in the circulation. Blood was collected from stressed and control rats and plasma was isolated after centrifugation. Magnetic bead‐based multiplex immunoassay reveals that the levels of (A) IL‐1*β*, (B) IL‐6, (C) IL‐18, (D) TNF*α*, (E) VEGF, and (F) MIP‐1*α* are significantly increased in rats after chronic stress. Data are expressed as means ± SEM (Mann–Whitney, *P <**0.05, **P <**0.01, ***P <**0.001, *n *=**10).

### Phosphoprotein analysis revealed that stress induces adipocyte intracellular kinase circuits

We performed phosphoproteomic analysis, in adipocytes isolated from stressed and control rats to identify the stress‐induced intracellular effectors. We found changes in the activation of several phosphokinases involved in the propagation of a variety of intracellular signaling cascades (Fig. 9, *n *=**10) previously shown to contribute to the development of insulin resistance in different tissues. Stress induced activation of JNK and of total PKC isoforms (Fig. 9A, *P *<**0.001 and *P *<**0.01, respectively, *n *=**10), which are associated with insulin resistance during obesity. In accordance with these data, gene network analysis revealed a JNK‐related gene network (*P*=10^‐19^) to be activated in stressed adipocytes. 

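Of 18 measured genes of the JNK pathway, 2 were higher in CUS, 1 was lower and 15 did not pass the test (1 higher and 1 lower when adjusted over the list alone). Map2k4, a kinase that activates JNK, had a log2 signal of -1.90 ± 0.17 in CUS and -2.67 ± 0.49 in controls (SD, n = 6 each), a difference of 0.78 (standard error 0.20, adjusted p = 0.0062 from limma) that was 0.24 with normexp background correction. The scaffold gene Mapk8ip1 was higher by 0.36 (adjusted p = 0.029), a call that was lost without any one of 7 arrays (adjusted p up to 0.065), and Map3k1, an upstream kinase, was lower (-0.70, adjusted p = 0.0041). Mapk9, which encodes JNK2, differed by 0.24 (standard error 0.13, adjusted p = 0.13) and passed without control replicate 1 (0.35), and no probe was matched by name to Mapk8, the gene of JNK1. The median difference of the list was 0.21, without a call by camera (adjusted p = 0.27) except with no filter on dim probes (adjusted p = 0.029). The mean of its members per array was higher in CUS by 0.15 (exact permutation test, two-sided, p = 0.013). These are transcript levels and do not measure phosphorylation of the kinases.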

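At the transcript level, genes of the ERK pathway went both ways in CUS adipocytes. Of 30 measured members, 7 were higher, 6 were lower and 17 did not pass the test, with the same counts when adjusted over the list alone. Among the lower genes, Sos2 (-0.37) was higher at its other probe (2.37, adjusted p = 1.7e-06 from limma). Dusp5, a phosphatase that switches off ERK, was 3.11 times higher, with a log2 signal of 1.16 ± 0.31 in CUS and -0.48 ± 0.42 in controls (SD, n = 6 each). The MAP kinase phosphatase Dusp1, which is legible in the heatmap of Fig. 7C and not a member of the list, was 2.83 times higher. The immediate-early gene Fos rose by 0.92 and Map2k1, which encodes the ERK kinase MEK1, by 0.48 (adjusted p = 0.0017 from limma). Dusp4 was lower (-0.64). Mapk3, the gene of ERK1, differed by -0.27 (standard error 0.10, adjusted p = 0.041). The list had a median difference of 0.037, with no call by camera (adjusted p = 0.69) or by the exact permutation test of its mean per array (p = 0.25). The call for Mapk3 was lost when any one of 10 arrays was left out (adjusted p up to 0.090), and also with normexp background correction.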

We also observed that stress induces the activation of ERK1/2, and p38 in rat adipocytes (Fig. 9B, **P <**0.01 and ***P <**0.001, *n *=**10) consistent with our gene network data which revealed an ERK‐related gene network (*P*=10^−14^) to be activated in the stressed rat adipocytes. Finally, data demonstrated activation of the p65 subunit as well as phosphorylation (that leads to degradation) of its inhibitor I*κ*B*α* (Fig. 9C, *P *<**0.001, *n *=**10).

**Figure 9.**
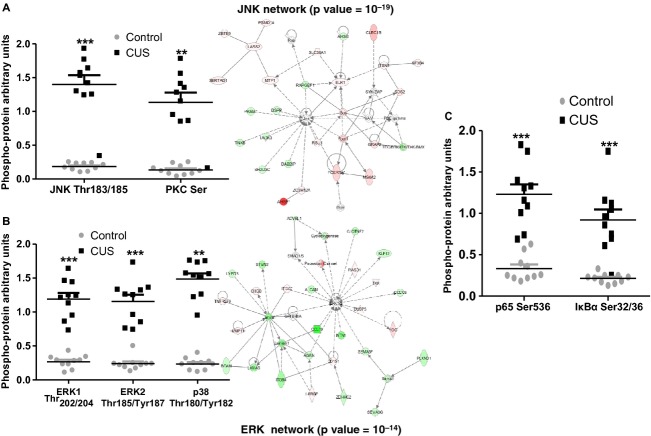
Stress‐induced intracellular signaling pathway activation in rat epididymal adipocytes. Adipocytes were isolated from epididymal fat depots after collagenase digestion and total protein was collected and subjected to multiplex immunoassay using a panel of 13 intracellular signaling phosphor‐kinases. (A) Activation of JNK, PKCs as well as (B) the NF‐*κ*B pathway and (C) MAPK pathways are activated by stress (the networks for JNK and ERK are also identified as among the top activated in our network analyses, sides of A and B) have been shown to adversely affect insulin signaling in different tissues. (Mann–Whitney, **P <**0.01, ***P <**0.001, *n *=**10).

## Discussion

Epidemiologic studies increasingly support an association between anxiety disorders and metabolic disturbances. The relationship is bidirectional and depression appears as a risk factor for the development of diabetes as demonstrated by impaired glucose tolerance in depressed patients (Hennings et al. 2012). However, the neurobiology underlying the co‐occurrence of depression and altered glucose metabolism is poorly understood. While some animal models have been developed to explore the relationship between increased overall adiposity and changes in glucose metabolism (Lamounier‐Zepter et al. 2006; Bose et al. 2009), the contribution of visceral fat in the development of stress‐associated insulin resistance and the physiological and functional changes in adipocytes have not been investigated. Reports investigating the association between change in body weight (Depke et al. 2008; Bartolomucci et al. 2009) and profound metabolic dysregulation with stress (Depke et al. 2008) have shown enormous methodological differences and have mostly focused on hepatic and muscle tissues, leaving the characterization of adipose tissue involvement incomplete and not well understood. Our study provides an in‐depth characterization of the adipose tissue‐associated changes with chronic unpredictable stress and points to specific adipocyte‐related mechanisms that may be responsible for the stress‐associated metabolic phenotype described by us and others.

The model of chronic unpredictable stress used in our study has been extensively characterized as a model of depression in rats. The stressors include, among others, changes in the light/dark cycle as well as changes in the feeding cycle induced by overnight food deprivation. The change in the sleep‐awake pattern (which may affect the locomotor activity) and the change in the feeding pattern (showing increased food consumption in light cycles after an episode of food deprivation) may have a direct effect on insulin sensitivity or glucose metabolism as shown in other studies (Bartness et al. 1989; Gonnissen et al. 2013). In our model, these stressors were combined with others such as social stress (crowding) or rotation or wet bedding, all contributing to generate a sustained unpredictable environment. This combination of stressors presents strong translational value in view of the human experience in which unpredictable changes in sleep, food access, and environment have been shown to have a great impact on anxiety and contribute to changes in metabolism. The effect of stress on abdominal adiposity has been confirmed in nonhuman primates studies in which social stress was associated with increased visceral fat depot, metabolic syndrome, and increased predisposition for cardiovascular diseases and anxiety‐related disorders (Shively et al. 2009).

We show that changes in body composition with chronic unpredictable stress reflect loss of lean mass with a parallel increase in total fat mass (Fig. 2). Interestingly, intraabdominal fat depot masses (linked to metabolic syndrome (Despres and Lemieux 2006; Slentz et al. 2009)) also increase (Fig. 2F and G), potentially contributing to changes in circulating glucose clearing after chronic stress (Fig. 5B). Those changes in body composition were not observed in rats exposed to a single day of stress suggesting the important role of sustained elevated glucocorticoids in the development of the increased visceral adiposity phenotype.

We show that intraabdominal fat depot expansion is mainly due to increased cell numbers rather than cell size (Fig. 4). The physiological status of these new cells is important since the inflammatory conditions present within the fat depot during stress adversely affect preadipocyte differentiation with significant functional consequences (Lehrke and Lazar 2005; Hotamisligil 2006). Our data indicate increased Akt phosphorylation in adipocytes following stress (Fig. 4E). Akt affects multiple opposing pathways depending on extracellular stimuli that regulate its partners. For example, Akt increases cellular proliferation via tuberin inactivation and the subsequent activation of mTOR (Ma and Blenis 2009). The combination of activation of mTOR and its downstream target p70SK6 as well as inhibitory phosphorylation of GSK3*β* in our study (Fig. 4E) suggests that Akt may play a pro‐survival, non‐insulin‐sensitizing role, consistent with increased fat depot sizes with stress. In agreement with this hypothesis, MAPK and NF‐*κ*Β pathway activation (Fig. 9) and the increased levels of VEGF within adipose tissue support an Akt‐induced increased adipocyte survival (Stubbs et al. 2012) promoting adipose tissue remodeling and expansion with stress.

Previous studies demonstrated that impaired adipocyte function and impaired glucose uptake are associated with insulin sensitivity in muscle and liver (Abel et al. 2001). In addition to high circulating NEFA levels (Fig. 5C) which may contribute to reduced glucose clearance with stress by adversely affecting its uptake in liver and muscle (Griffin et al. 1999; Yu et al. 2002), we found increases in circulating proinflammatory cytokines after chronic stress (Fig. 8). It is noteworthy that while some of the cytokines affected by stress (TNF*α*, IL‐6, IL‐1*β*, and MIP‐1*α*) were elevated in both the circulation and fat tissue, levels of IL‐1*α*, MIP3*α*, RANTES, CM‐CSF, and IL‐17 were increased only within the adipose tissue (Fig. 7). These fat‐derived molecules may represent important components of adipose tissue‐associated paracrine regulation of glucose metabolism both via direct effect on insulin signaling cascades and via upregulation of NEFA production by adipocytes. The low levels of circulating insulin (Fig. 5C) in stressed animals deprive them of its antilipolytic effects potentially leading to further increases of NEFA in the blood with all the associated metabolic consequences. This is supported by our observation that treatment with insulin after stress reduces the levels of circulating NEFA back to control levels (Fig. 5D). These data suggest that the effects of stress on insulin resistance in adipocytes may involve the regulation of intracellular signaling mechanisms that alter their glucose uptake capacity do not affect the antilipolytic capacity of insulin.

Our results also indicate that stress induces extensive changes in the transcriptome of adipocytes in rats with major effects on pathways associated with insulin metabolism suggesting adverse regulation of its actions in fat. In agreement with this hypothesis we observed that stress impairs the ability of rat epididymal adipocytes to internalize glucose in response to insulin stimulation (Fig. 6). This response is associated with stress‐dependent activation of intracellular signaling molecules in adipocytes, that either respond to inflammatory signals (p65, p38) or actively phosphorylate IRS‐1 and inhibit insulin signaling (JNK, PKC, ERK1/2) (Fig. 9). Several of these molecules participate in both processes by inducing inhibitory phosphorylation of IRS‐1 in response to proinflammatory extracellular signals and may be responsible for the changes in adipocyte insulin responsiveness observed with stress (Fig. 6). Our data in Fig. 7 suggest the presence of a stress‐induced inflammatory milieu within adipose tissue which can be potentially involved in the activation of insulin resistance‐promoting intracellular signaling cascades in adipocytes. We confirmed the expression of cytokines by adipocytes supporting their potential participation in the promotion of this inflammatory loop. Since these cytokines have been implicated in the induction of insulin resistance in fat (Hotamisligil et al. 1995; Christiansen et al. 2004; Cai et al. 2005), our results support the hypothesis that stress‐induced changes in glucose metabolism are, at least in part, adipocyte related.

Collectively our data suggest significant stress‐related changes in adipose tissue physiology and function that lead to the potentiation of inflammatory responses and/or release of NEFA in the circulation, events associated with impairments in glucose metabolism in humans. Although these changes in adipose tissue are likely coupled with other stress‐induced effects on several other tissues in the body (as shown by the reduced insulin levels in the circulation of the CUS group), our study emphasizes an important contribution of adipocytes in the overall metabolic alterations following stress.

In summary, chronic unpredictable stress is associated with activation of intracellular molecules involved in the inhibition of insulin signaling cascades in adipocytes. These effects are known to be detrimental to insulin sensitivity in other key tissues for the regulation of glucose metabolism (liver and muscle). Coupled to the inflammatory cytokine profiles within fat depots in our stress model, such changes produce a molecular stamp reminiscent of obesity‐like changes in adipocyte function related to insulin sensitivity. However, our evidence suggests pro‐proliferative changes consistent of adipose tissue hyperplasia with stress (similar to those observed in “creeping” fat during Crohn's disease (Desreumaux et al. 1999)) and further studies, characterizing stress‐associated adipocyte physiology and adipose tissue function, are required to effectively assess their importance in disease pathophysiology. Our results highlight the importance of intraabdominal adipocytes as key regulators of the effects of stress on insulin resistance, glucose metabolism, and type II diabetes mellitus.

## Conflict of Interest

None of the authors has any conflict of interest to disclose.

How the deposited data were processed for this re-analysis (not part of the article)

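Epididymal adipocytes of 6 male rats after CUS and of 6 control rats were hybridised to 1-colour Agilent arrays, with 1 array per rat, and the groups were taken as the labels of the deposited arrays give them. For the spot intensities, the authors deposited the scanner output, in which, per the file headers, the Agilent Feature Extraction software (10.7.3.1) had already subtracted the background, corrected trends across the slide and put a surrogate value in place of signals not above background. These intensities are not normalized between arrays. The paper names an exon array, and the files are of a gene expression array. A table of quantile normalized intensities on a linear scale, as deposited by the authors, was used as an alternative. Each array holds 62976 spots, of which 58717 are not controls and belong to 30367 probes. Probe positions are those of the array design on the rat genome build rn4, and probes were named by accession (17514 probes), current symbol (2669), synonym (689) or another accession (200), and otherwise kept the name in the file (9295). Every probe here is read by hybridisation of total RNA, so that probes of a gene can differ, and for 199 of 2130 genes with several tested probes another probe passed in the opposite direction.

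Spots that the software marked as outliers were left out, spots of a probe were averaged, and log2 intensities were expressed relative to the 75th percentile of non-control probes of the array. Probes well above background on at least 6 of 12 arrays were tested (19721 probes of 17390 genes). The CUS and control arrays were compared with limma 3.58.1 in R 4.3.3, with moderated variances and no covariate, two-sided, and with Benjamini-Hochberg adjustment over all tested probes. A gene is represented by its brightest tested probe, and the thresholds were an adjusted p of 0.05 and, where stated, a fold of 2. Where a probe was not well above background on any array of a group, the fold is a lower bound (120 genes). Slide and group coincide, so no covariate for the slide could be fitted. The replicate numbers, which give the array position on the slide, do not pair rats and were used as a block only as an alternative. Gene lists and marker lists were written from textbook knowledge before the data were examined. They cover the glucocorticoid receptor and its partners, glucocorticoid-induced genes, lipid, insulin, glucose, p38, cytokine, NF-κB, JNK and ERK genes, genes induced by dissociation, adipokines, extracellular matrix, proliferation, circadian clock, respiratory chain, unfolded protein response, interferon response, MHC class II and ribosomal proteins, and markers of 13 cell types. Lists were compared with camera at a preset correlation of 0.01, with camera at an estimated correlation, with fry, and with an exact permutation test of the mean of the members per array, with adjustment over 38 lists. The last test was added after seeing the data.

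The genes named in the text were set by a rule written before the data were examined. It takes the genes the paper names, those legible in Fig. 1B and Fig. 7C, the 12 largest rises and the 12 largest falls among genes that passed, with no overlap between the groups and a probe well above background on all 12 arrays, and up to 4 members of each list. Adrb3, C1qa, Cblb, Col6a3, Cry1, Cspg4, Dbp, Fgf21, Ikbkb, Klf9 and Lep fall outside the rule and were named after their values were seen. The same holds for Lif, Lipe, Map2k3, Mapk13, Mef2c, Nfkbia, Npy1r, Per3, Plin1, Slc2a1, Slc2a4, Sos2, Sqle, Tef, Tnfrsf1b and Tyms. Some genes that the rule would name are not reported here. Alternatives to the normalization, background correction, filter on dim probes, choice of probe, variance model, test and blocking were tried, each array was left out in turn, and 100 splits of the 12 arrays were drawn. Tables were prepared with Python 3.11.15, pandas 2.3.3 and NumPy 2.4.6. The procedure was tested on simulated data with normal noise at the moderated spread of each probe and 200 changed probes, in which 17 of 57 probes changed by 0.5 on the log2 scale, 63 of 73 changed by 1 and 70 of 70 changed by 2 were called, with 6 false calls. In a like test of the lists, the shifted list was called, and so were 2 other lists. The network scores of the paper rest on a commercial knowledge base and were not repeated, and the protein, blood and glucose uptake measurements were not analysed here. The precision of each value is limited by the number of arrays, and for dim probes by the signal over background, since between 60.4% and 67.3% of probes were well above background on an array.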

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

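The splits of the arrays, the comparison of 4 scalings, the tests on the endothelial, macrophage and smooth muscle lists, the comparison of bright and dim control arrays and the exact permutation test of the lists were chosen after the results they bear on had been seen.

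In 56 of 400 checks of a gene within a group, 1 rat lay far from the others, where chance gives about 20. Most were in control replicate 3, in which the log2 signal lay far below the other control rats for Tnf (-4.24), Il1b (-4.88), Ccl3 (-2.19), Esam (-0.16), Amigo2 (-6.61), Aatk (-4.24), Tgfb2 (-5.30), Eln (1.01), Nos3 (-1.0), Vwf (1.46), Ccl19 (-1.96), F13a1 (-4.43), Tlr2 (-0.73), Hmox1 (-1.75), Cxcl2 (0.95), Asph (-3.58), Dclk2 (-1.28), Slc2a3 (-2.62), Dusp5 (-1.29), Col1a1 (3.27), Ciita (-6.51), Cd74 (2.77), C1qc (-1.45), Fcnb (-4.12), Egfl7 (0.58), Pecam1 (2.41) and Acta2 (-0.16). It lay far above them for Ins2 (-2.60), G0s2 (7.24), Eci1 (2.86), Pdk1 (-0.75), Aldoa (3.26), Ldhb (5.31), Mapkapk3 (2.33), Pparg (5.51) and S100b (6.60). In control replicate 1 the signal was far above the others for Mapk9 (-1.02) and far below for Map2k4 (-3.60). In control replicate 4 it was far above for Ptgs2 (-5.49) and Gzmb (-5.08), and in control replicate 5 for Cd36 (8.08). In CUS replicate 1 the signal lay far below the other CUS rats for Itga7 (1.39), Aqp7 (3.95), G0s2 (6.86), Me1 (3.28), Mtor (-2.88), Atp5f1c (2.82), Ndufa9 (2.03), Rsad2 (1.01) and Mbp (2.91) and far above for Actg2 (0.99). In CUS replicate 2 it was far above for Ckap2 (-2.97) and Gjb2 (-1.19). In CUS replicate 5 it was far below for Sowaha (-2.36), and in CUS replicate 6 it was far above for Rela (1.46) and far below for Rpl5 (4.91).

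Of the 462 splits of the 12 arrays into 6 and 6, 100 were drawn, the real one among them. For the genes changed at least 2-fold the real split gave 2089 and the highest of the others 1173, so 1 split was as large, and for the genes changed at any fold it gave 8700 against 5663, again with 1 split as large. Chance can be excluded for both counts. For the number of gene lists called by camera with a preset correlation, 59 splits were as large as the real one (11 lists, against 21 in the highest other split), so chance cannot be excluded for that number.

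On average per array, markers of red blood cells were 4.60 higher in CUS on the log2 scale, those of mast cells 2.51 and those of neutrophils 0.65, each higher in every CUS array than in every control array (exact permutation test, p = 0.0022, the smallest that 6 against 6 can give). The tables argue against a scaling difference between the slides for the red blood cell list, whose lowest median over 4 scalings was 4.20, and against a lower share of adipocytes that raises all other cell types alike, since the endothelial median was -0.65. A candidate source is a larger number of red blood cells in the CUS preparations, where Hbb-b1 stood at 9.43: the 5 transcripts deviated together on average within the groups, though not in every pair, with a mean pairwise correlation of 0.50 (lowest pair -0.068), just above the bound set before the test, where the 95th percentile of random lists was 0.30. More mast cells, of whose markers the study also picked Cma1 and Tpsb2, a change in the mast cells present and an effect of stress on blood in the tissue stay open and were not tested, no sort that would remove these cells is named for the isolation with collagenase, and the slide cannot be told apart from the group.

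More genes fell than rose by 2-fold, with 1525 of 2089 lower. The tables argue against the GC content of the probes, since with the probes in 4 equal groups by GC content the median of the most GC-rich group minus that of the least GC-rich was -0.14. Whether the excess came from scaling dimmer control arrays at a single percentile cannot be told apart. The control arrays were dimmer at the 75th percentile (median 353, against 553 in CUS), whereas the spike-in difference without scaling did not pass. Between 2 control arrays, 46.8% of 2-fold differences were lower in the brighter one on average over 15 pairs (18.3% to 86.8%, exact permutation test, p = 0.76). Among the genes changed at least 2-fold the share of falls was 52.5% under quantile normalization and 3.05% with scaling on the spike-ins. Quantile normalization gives every array the same distribution and so decides nothing. With the genes in 4 equal groups by signal, the share was 79.0%, 70.1%, 62.3% and 70.3% from the dimmest to the brightest. The median difference of all genes went from -0.37 in the dimmest group through -0.099 and 0.039 to 0.11 in the brightest. The shift thus depended on the signal. No biological explanation of the excess was tested, and the slide cannot be told apart from the group.

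Cytokine transcripts were higher in CUS (median 1.69), and the paper reports more macrophages, stained by an antibody, in mesenteric fat (Fig. 4F). The tables argue against more macrophages as the whole source, since the median of the gene list macrophage, 0.31 (0.17 without CUS replicate 1 and 0.086 without control replicate 3), lay below that of the cytokines by 1.39, more than the SD of its 15 members (0.70), although C1qc (1.65), Csf1r (1.25, but -1.25 at its other probe), C1qa (0.99) and Cd14 (0.42) were higher and only Lyz2 lower (-0.66, not called when any one of 5 arrays was left out), and against a larger stromal share, since the smooth muscle median was -1.08. Handling stress during cell isolation may contribute: across the 6 arrays of a group the mean of the cytokines and the mean of the genes induced by dissociation went together, with r = 0.97 in CUS and r = 0.94 in controls (rho = 1 in both, exact permutation p = 0.0014 for each r, adjusted p = 0.0014, and p = 0.0028 for each rho). Without the 2 arrays farthest from the median r was 0.97 and 0.98, 0.14% of 10000 random lists reached an r as high as 0.94 in both groups, and the endothelial list also went with the dissociation genes (r = 0.92 and r = 0.79), so the relation is not specific to cytokines. The dissociation mean was higher in CUS by 0.64, but the groups overlapped. CUS replicate 3 had a dissociation mean of 1.95 and a cytokine mean of -0.24, against 1.97 and -1.07 in control replicate 2. Control replicate 1 (2.16) lay above CUS replicates 3 and 4 (1.95 and 2.07) in the first and below both in the second. In these arrays dissociation did not account for the whole cytokine difference. The other CUS arrays exceeded every control in dissociation mean. An effect of stress on adipocytes stays open. So do macrophages as a source of part of the rise, and mast cells as a source. The slide cannot be told apart from the group.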

How the results depend on the processing

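Counting probes in place of genes, scaling on the spike-ins and the exact permutation test of the gene lists, which passed 25 lists (18 higher and 7 lower), were chosen after seeing the data, and all other alternatives before. The number of genes changed at least 2-fold was 1869 with quantile normalization, 1912 with the authors' table, 1425 with the strict filter, 2065 with the mean of all tested probes, 2096 with the slide row as a block, 2095 with a variance trend, 2522 with array weights, 2097 and 1997 with the methods' t-test before and after adjustment, 1911 with unequal variances and 2348 when probes were counted, against 2089. Leaving out 1 array gave 1870 to 2419. It was 888 with normexp background correction (the cause was not tested), 3886 with no filter, where 26483 genes are tested, and 6454 with scaling on the spike-ins, which moves the median of all genes by 0.82. The median moved to -0.16 with normexp and lay at -0.025 and 0.025 with the 75th percentile and with quantile normalization. Of the 2089 genes, 1502 were also called with quantile normalization, 1521 with the authors' table and 831 with normexp. The number of genes changed at any fold was 15612 with no filter, 7436 to 10339 when 1 array was left out, and 7693 to 11854 under the other alternatives, against 8700. The 11 gene lists called by camera became 0 with an estimated correlation and 23 with fry, which tests another question, 22 with no filter, 17 with array weights and with the replicate block and 9 to 15 under the other alternatives, and 10 to 17 when 1 array was left out, with 17 without CUS replicate 3. The cause was not tested. The share of variance between the groups in the principal components was 40.2% to 69.9% under the alternatives and 48.6% to 63.7% when 1 array was left out, highest without control replicate 3, each time with the smallest p that the exact permutation test can give. The spike-in controls differed by -0.84, by -0.68 with quantile normalization of all spots and by -0.067 with no scaling, where the difference did not pass (exact permutation test, p = 0.61). With normexp the direction turned for Ccl20 (-0.077), Il17a (-0.32), Nfic (-0.21), Nsdhl (-0.0095), Ptgs2 (-0.14) and Lrrn4 (-0.16). Normexp adds an offset of 50, where the median intensity of an array lay between 26.2 and 57.2. For dim probes these signs are therefore not read as falls. With the mean of all tested probes the direction turned for H6pd (-0.015). The cause was not tested. Of 200 named genes, 193 kept their direction and their side of the threshold with quantile normalization, 194 with the authors' table, 176 with normexp, 199 with no filter, 193 with the mean of probes and 192 with array weights, and 172 of 173 did with the strict filter. Between 1 and 9 lost their call when 1 array was left out. Signal over background limits the dim genes, of which 120 have only a bound.

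With the replicate number as a replicate block, 2105 genes changed at least 2-fold, 9103 genes changed at any fold and 17 gene lists were called. The numbers do not pair the rats: the deviations of arrays with the same number correlated at 0.11, -0.19, 0.43, 0.12, 0.23 and 0.038, and 2 of 6 CUS arrays correlated best with the control array of their own number.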

Differences from the paper's values

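The first principal component held 53.7% of the variance here, and the paper's value is about 28% in Fig. 6B, read by eye. None of the alternatives set before the data were examined came within 1.5 times of it: the first component held 44.2% with probes scaled to unit variance, 71.6% with the probes of genes changed at least 2-fold, 51.0% with quantile normalization, 64.5% with normexp background correction, 50.7% with the authors' table, 52.0% with no filter on dim probes and 58.3% with the strict filter, and 51.2% to 65.8% when 1 array was left out. In the same figure the groups part along the second component, read by eye, whereas here they parted along the first in the principal components of the tested probes.

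The paper states that NR3C1 is highly upregulated. Nr3c1 had a log2 difference of 0.20 (adjusted p = 0.38 from limma). It was called with the mean of all tested probes (0.47, adjusted p = 0.0090) and with array weights (0.43, adjusted p = 0.023), and under no other alternative (adjusted p of 0.0090 to 0.60 over all of them). The dimmer of its 2 probes was higher by 0.74. In the network of Fig. 1B, Csrnp2 is drawn as higher and Amigo2 and the Tgf beta node as lower, read by eye. Here Csrnp2 (0.23), Amigo2 (-1.38) and Tgfb2 (-0.59) lay on those sides of 0 without passing, and the other probes of Amigo2 (-1.33, adjusted p = 0.0049) and Tgfb2 (-1.07, adjusted p = 5.3e-05) passed. Amigo2 was called with normexp (-1.02), no filter (-1.38), the mean of probes (-1.35), the replicate block (-1.38), the variance trend (-1.38), array weights (-1.88), the methods' t-test without adjustment (-1.38) and without control replicate 3 (-1.98). Tgfb2 was called with normexp (-0.66), the strict filter (-1.07), the mean of probes (-0.83), array weights (-0.94) and without control replicate 3 (-0.98). Npy (3.17), Hsd17b12 (1.49), Fosl2 (1.45, and 0.25 without passing at its other probe), Nfic (1.01) and Rtn4 (0.27) were higher, as drawn there, and Calca (-1.66), Esam (-0.95), Prom1 (-1.26), Ckap2 (-1.20) and Aatk (-1.29) lower. Of these, Nfic had a negative difference with normexp (-0.21, adjusted p = 0.034). Its probe is dim, and the offset that normexp adds leaves the sign open. Rtn4, at its brighter probe, was not called with quantile normalization (adjusted p = 0.11) or the authors' table (adjusted p = 0.11). Nor was it called with the replicate block (adjusted p = 0.058), the slide row as a block (adjusted p = 0.052) or without any one of 9 arrays (adjusted p up to 0.098). The other probe of Rtn4 was higher by 1.29 (adjusted p = 0.00089 from limma). Esam was not called with the methods' t-test after adjustment (adjusted p = 0.079), with unequal variances (adjusted p = 0.093) or without any one of 9 arrays (adjusted p up to 0.099). The paper states that a glucocorticoid network is activated. Of the 22 glucocorticoid-induced genes, a list that is not the paper's network, 3 were higher and 3 were lower.

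In the heatmap of Fig. 7C, Cd55 is drawn as higher in CUS. It had a log2 difference of 0.23 (adjusted p = 0.32) and was called with the mean of its probes (0.65), its other probe being higher by 1.08. The other genes legible there passed in the direction drawn. In Fig. 6A the blocks of genes higher and lower in CUS are drawn at similar sizes, where 73.0% of the genes changed at least 2-fold were lower here, 52.5% with quantile normalization and 52.6% with the authors' table.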

Other observations

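The exact permutation tests of the lists were chosen after seeing the data. Genes of the respiratory chain rose together in CUS adipocytes: of 23 measured, 19 were higher and none was lower (20 higher when adjusted over the list alone), with a median log2 difference of 0.51. Atp5f1b and Atp5f1c of the ATP synthase were higher by 1.52 and 1.11 and Ndufa9 of complex I by 1.03 (camera adjusted p = 9.2e-06, adjusted p = 0.67 with an estimated correlation, exact permutation test p = 0.0065). Genes of cell proliferation went the other way, with 12 of 19 lower and 1, Tyms (0.44), higher (the same when adjusted over the list alone). The cyclin Ccna2 differed by -1.57 and the mitotic kinase Plk1 by -1.37. Camera called the list (adjusted p = 0.00076), though not with an estimated correlation (adjusted p = 0.67). The exact permutation test gave p = 0.0043. The mean log2 signal of the list was low, at -3.12 in CUS and -2.33 in controls. Among all genes, the dimmest of 4 equal groups by signal had a median difference of -0.37. How much of the fall is particular to proliferation genes was not tested. Of 16 circadian clock genes, 3 were higher and 5 were lower (the same when adjusted over the list alone), the former Dbp (1.20), Cry1 (0.41) and Tef (0.39), the latter the activators Bmal1 (-1.20), Npas2 (-1.43) and Clock (-0.61) with Per1 and Per3 (-0.52, 2 other probes of which were higher, by 0.36 and 1.09), and the list did not move as a set (camera adjusted p = 0.57). Of 13 genes of the unfolded protein response, 6 were higher and 1 was lower (the same when adjusted over the list alone), with Asns of asparagine synthesis at 0.84 and Chac1 at -0.85 (camera adjusted p = 0.067, 0.047 without CUS replicate 5, 0.011 with normexp, 0.0025 with no filter, 0.039 with the replicate block, exact permutation test p = 0.0087). Of 14 adipokine genes, 5 were higher and 3 were lower (the same when adjusted over the list alone). Rarres2, which encodes chemerin, was higher by 1.18, Lep, which encodes leptin, by 0.77, Nampt by 0.73 and Fgf21 by 0.57, and Sfrp5, a secreted inhibitor of Wnt signalling, differed by -0.65, and by -0.51 without passing at its other probe (camera adjusted p = 0.46). Of 24 genes of the extracellular matrix, 4 were higher and 7 were lower (the same when adjusted over the list alone). The collagens Col1a1 and Col3a1 stood at -1.64 and -1.17 and the thrombospondin Thbs2 at 1.58. The collagen Col6a3 (-1.62) was higher at its other probe (2.17, adjusted p = 8.7e-05 from limma). Camera gave the list an adjusted p of 0.27 (0.020 without control replicate 3 and 0.028 with array weights). Of 14 interferon response genes, 5 were higher and 2 were lower (the same when adjusted over the list alone), with a median of -0.11 and a mean of 0.14: Rsad2 was higher by 2.26 and Mx1 and Mx2 differed by -0.75 and -0.85 (camera adjusted p = 0.89). None of 7 MHC class II genes passed in limma, over all genes or when adjusted over the list alone, and none had an unadjusted p under 0.05 (camera adjusted p = 0.71; exact permutation test p = 0.53). Of 24 ribosomal protein genes, 3 were higher and 1 was lower (3 and 0 when adjusted over the list alone; camera adjusted p = 0.57, 0.0032 with normexp and 0.039 with no filter).

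Among markers of cell types, 8 of 16 adipocyte markers were higher and 3 were lower, with Pparg, the regulator of adipocyte differentiation, at 0.52 (camera adjusted p = 0.058, exact permutation test p = 0.050). Of 10 T and NK cell markers, 3 were higher, all of them genes of cytotoxic granules: Gzma (1.92), Gzmb (2.32) and Prf1 (2.47). The last 2 were well above background on 1 control array each. Of 9 mesothelial markers, 6 were higher, with the keratin Krt8 at 1.83, and none was lower. Of 5 neutrophil markers, 3 were higher, with S100a9 at 1.55, and 1 was lower, Camp (-0.89). Of 11 pericyte and smooth muscle markers, 1, Cspg4 (0.41), was higher and 6 were lower (1 and 7 when adjusted over the list alone), with the smooth muscle genes Acta2 at -1.71 and Myh11 at -1.39. Of 13 fibroblast and preadipocyte markers, 3 were higher and 4 were lower, and of 7 nerve and Schwann cell markers, 2 were higher and 4 were lower. Of 5 markers of the epididymal epithelium, none was higher and 2 were lower (3 when adjusted over the list alone), with Lcn12 at -0.81. The other marker counts were the same when adjusted over the list alone. By camera none of these marker lists was called (adjusted p = 0.053 to 0.46), and by the exact permutation test all of them but the adipocyte markers were (adjusted p = 0.0137 to 0.0461 over 38 lists). With 1 array left out, camera called the mesothelial list without CUS replicate 3, 4 or 5 (adjusted p = 0.036, 0.048 and 0.032) or control replicate 2 or 4 (0.017 and 0.028), the T and NK cell list without CUS replicate 3 (0.049), the adipocyte list without CUS replicate 1 (0.039) or control replicate 3 (0.0053) and the pericyte and smooth muscle list without control replicate 3 (0.0035). On all arrays it called the mesothelial list with the authors' table, no filter, the mean of probes, the replicate block and a variance trend (adjusted p = 0.0022 to 0.049), the T and NK cell list with the authors' table (0.048) and no filter (0.024), the adipocyte list with normexp, no filter, the replicate block, a variance trend and array weights (adjusted p = 0.0012 to 0.049), and the pericyte and smooth muscle list with the replicate block (0.028) and array weights (0.0076). Of the B and plasma cell markers, Pax5 was tested (-0.52, adjusted p = 0.018 from limma), too few for a test of the list.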
